A study of Escherichia coli with 15 samples.

How the data were processed

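The series holds 15 RNA-seq libraries of Escherichia coli K-12 MG1655, a laboratory strain, in 5 groups of 3 replicates. Per the labels, the heat shock was 2 h at 45 °C, given to cultures that had reached exponential phase at 37 °C in rich medium. Batch 1 holds 9 libraries, from wild type and from the strains labelled mutant116 and mutant129. Batch 2 holds 6 libraries, from wild type and from a tolC deletion strain. Groups, replicate numbers and batches were taken from the labels.

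The deposited values are raw counts per gene, 1 table for each of the 2 batches. Per the labels' protocols, total RNA was extracted with a column kit, ribosomal RNA was depleted, and paired-end libraries were sequenced on an Illumina instrument. Per the file headers, each count belongs to a gene given by locus tag, sequence, start, end, strand and length, which are the columns that featureCounts writes. The aligner, the counting program and its version, the strand setting and the treatment of reads that map to several places are not stated in the labels or headers. Genes that share sequence with a near-identical copy, or that overlap another gene, are therefore reported as uncertain. The series text names a combined DESeq2 analysis by the authors, but the deposited counts are whole numbers with a different total in each library and are not its output.

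Both tables list the same 4651 genes, and all 4651 locus tags were matched to a gene symbol in the RefSeq annotation of assembly ASM584v2, whose coordinates are the same as those in the tables. Coordinates are 1-based positions on the single MG1655 chromosome. There were 43 genes with no counts in any library. One symbol is carried by 2 locus tags, which were kept apart. GC content was not checked, because no genome sequence was used here.

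Genes were kept by edgeR's expression filter (minimum count 10, minimum total count 15), which left 4126 genes. Library sizes were scaled by the trimmed mean of M values (TMM). CPM values, counts relative to the library total, use the scaled library sizes, and their means and SD are over the 3 replicates of a group. All 15 libraries entered 1 fit with a mean for each of the 5 groups, so that the contrasts share an estimate of the spread. Contrasts were tested with edgeR's quasi-likelihood F test with robust estimation (edgeR 4.0.16 in R 4.3.3), and p-values were adjusted over the 4126 genes by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05. The SE of a log2 fold change is its size divided by the square root of the F statistic. Every adjusted p printed for a single gene comes from this test unless another is named.

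The comparison of each mutant with the tolC deletion was adjusted for batch through the wild type of each batch. It is the log2 fold change of the mutant against the wild type of batch 1 minus that of the deletion against the wild type of batch 2. No genotype other than wild type is in both batches, so a difference in how the batches respond to a deletion cannot be removed by this contrast. The other contrasts lie within a batch, except that of the 2 wild types.

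The contrasts, tests, gene lists, rule for named genes and alternatives were fixed before the data were examined, with the exceptions named here. A total of 8 gene lists came from general knowledge of E. coli: complex I, other aerobic respiration, pentose phosphate and Entner-Doudoroff enzymes, RpoH heat shock genes, RpoE and Cpx envelope stress genes, Mar, Sox and Rob genes, RpoS general stress genes, and flagella and chemotaxis. Genes next to or near gnd and tolC were listed as well and are given gene by gene. Lists were tested with camera (limma 3.58.1) at its preset inter-gene correlation of 0.01 on log2 CPM with a prior count of 2, two-sided, with Benjamini-Hochberg adjustment over 24 pairs of list and contrast. The fry rotation test and camera with estimated correlation were run beside it.

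Named genes follow a fixed rule. The genes gnd and tolC are always given. For the mutants against the tolC deletion they are the 5 higher and 5 lower genes called with the same sign in both mutants, ranked by the smaller of the absolute log2 fold changes. For the other contrasts they are the 3 higher and 3 lower called genes with the largest fold change whose replicates do not overlap. Only genes with a mean of at least 50 counts in a group of the contrast were eligible. Members of the fixed lists may be named with their list. Genes named outside the rule are said to be chosen after their values were seen.

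Where all libraries of a group had at most 3 counts of a gene, fold changes are given against a floor. The floor is 3 counts, or the group's summed counts where these are more. Where a group had no counts, the result is a lower bound that covers counting error only. Where counts were seen, the floor does not cover their counting error in full. Replicates were compared by a chi-square test of their counts, and the lowest chi-square per degree of freedom of any pair was 4.15, so no pair was within sampling noise. The contrasts that share control libraries were set against 40 simulations of unchanged mutants.

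The pipeline was tested on simulated counts with known changes. With 199 changed genes of 4074 tested, edgeR called 88.4% of them in a contrast within a batch and 75.9% in a batch-adjusted contrast. All planted changes were of 2-fold or more. In the batch-adjusted contrast edgeR called 93.3% of those of 4-fold or more but 40% of those of 2-fold. False calls were 4.35% of the calls within a batch and 5.03% in the batch-adjusted contrast, and the contrast with no changed genes gave 0 calls. DESeq2 (version 1.42.0) gave 10.8% false calls in the batch-adjusted contrast and 4 calls in the one with no changed genes.

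The alternatives tried were DESeq2's size factors, DESeq2's Wald test, no filter on low counts, no ribosomal RNA genes, a threshold of at least 2-fold, the replicate number as a block, no batch adjustment, only the libraries of a batch, and leaving out each of the 15 libraries. Thinning of batch 2 to the depth of batch 1 was added after the data had been seen. Another scaling moved the median log2 fold change of all genes by less than 0.1 in every contrast.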

Results

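RNA-seq counts were compared between E. coli MG1655 wild type, mutants of the GndA microprotein and a tolC deletion strain after 2 h at 45 °C. GndA is a small protein whose reading frame lies within the gene gnd, which encodes 6-phosphogluconate dehydrogenase. Per the series text, mutant116 (S116L) carries a premature stop codon in GndA and mutant129 (SCA) has its possible start codons replaced. Both mutants also lack tolC, an outer membrane efflux channel gene that served as the selection marker, so the tolC deletion is their control and wild type links the batches. Each group had 3 libraries. In batch 1, the total counts of replicates 1, 2 and 3 were 3981457, 3573378 and 3266505 for wild type, 5152663, 4376020 and 4067889 for mutant116, and 4784612, 3078102 and 6447692 for mutant129. In batch 2 they were 64265647, 51862153 and 54780099 for wild type and 53185986, 49293820 and 38127473 for the tolC deletion. The labels state the same approximate read depth for every sample, which neither batch's totals match, and whether reads or read pairs were counted is not stated. Counting errors and bounds therefore hold only if each count is an independent read or read pair. On that condition batch 1 carries the larger counting error, and genes with few counts there are bounded less tightly.

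The libraries separated first by batch. The first principal component of log2 CPM held 68.9% of the variance and placed the 9 libraries of batch 1 apart from the 6 of batch 2. The second held 11.5% and placed the engineered strains above wild type within each batch. The tmRNA gene ssrA took 1.25% to 2.01% of counts in batch 1 and 13.3% to 16.1% in batch 2, while ribosomal RNA genes took 1.26% to 1.89% and 0.0046% to 0.0070%. Within mutant116, replicate 2 stood apart from replicates 1 and 3, with chi-square per degree of freedom of 117 and 148 against 12.9 for the remaining pair. Within the tolC deletion, replicate 1 stood apart in the same way, with 339 and 523 against 90.7. These ratios rise with depth, so they are compared within a group only.

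**Figure D1:**
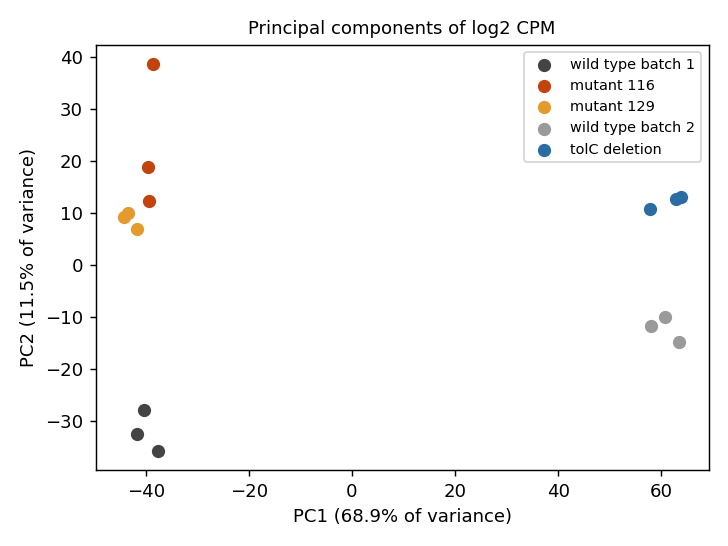
Scores of the 15 libraries on the first principal component (x axis, 68.9% of variance) and the second (y axis, 11.5%) of log2 CPM, coloured by group. The batches separate along x, and within each batch wild type lies below the engineered strains along y.

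The targeted genes were examined first as a check of the labels. The gene tolC (b3035, chromosome 3178115 to 3179596, plus strand, protein coding) had 2642 to 3331 counts per library in wild type of batch 1 and 28602 to 36296 in wild type of batch 2. It had at most 1 count per library in mutant116 and in mutant129, and 2 to 11 counts in the tolC deletion. Its wild type level was 706 ± 15.4 CPM (SD, n = 3) in batch 1 and 644 ± 60.1 CPM (SD, n = 3) in batch 2. Against the floor of 3 counts it was 3324-fold lower in mutant116 and 3463-fold lower in mutant129 than in their wild type. With 17 counts pooled over its 3 libraries, or 0.138 CPM, the tolC deletion was 4687-fold below the mean of its wild type. Replicate 3 held 11 of these counts. The fitted log2 fold change, which differs from this pooled ratio, was -12.11. It became -13.13 without replicate 3 and -11.68 without replicate 2. The labels and the tolC counts therefore matched in all 15 libraries.

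The gene gnd (b2029, 2099862 to 2101268, minus strand, protein coding), which holds the GndA frame, was present in every group. It measured 467 ± 9.57 CPM in wild type of batch 1, 545 ± 82.0 in mutant116, 554 ± 29.0 in mutant129, 428 ± 111 in wild type of batch 2 and 378 ± 47.2 in the tolC deletion (SD, n = 3 each). Against the tolC deletion, with batch adjustment, its log2 fold change was 0.40 ± 0.23 (SE) in mutant116 (edgeR, adjusted p = 0.233) and 0.43 ± 0.23 in mutant129 (edgeR, adjusted p = 0.251). Neither difference passed the threshold. Without batch adjustment both passed the threshold, at 0.53 and 0.55. Without wild type replicate 3 of batch 2 they were 0.17 and 0.20, and without mutant116 replicate 2 the value of mutant116 was 0.25. Against wild type, the log2 fold change was 0.22 in mutant116, 0.25 in mutant129 and -0.18 in the tolC deletion, with edgeR adjusted p of 0.330, 0.357 and 0.496. Without wild type replicate 3 of batch 2, the log2 fold change in the tolC deletion was 0.049 and not called, while without wild type replicate 2 of batch 2 it was -0.32. Without mutant116 replicate 2, which had 639 CPM where replicates 1 and 3 had 492 and 504, the value of mutant116 against wild type was 0.076.

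**Figure D2:**
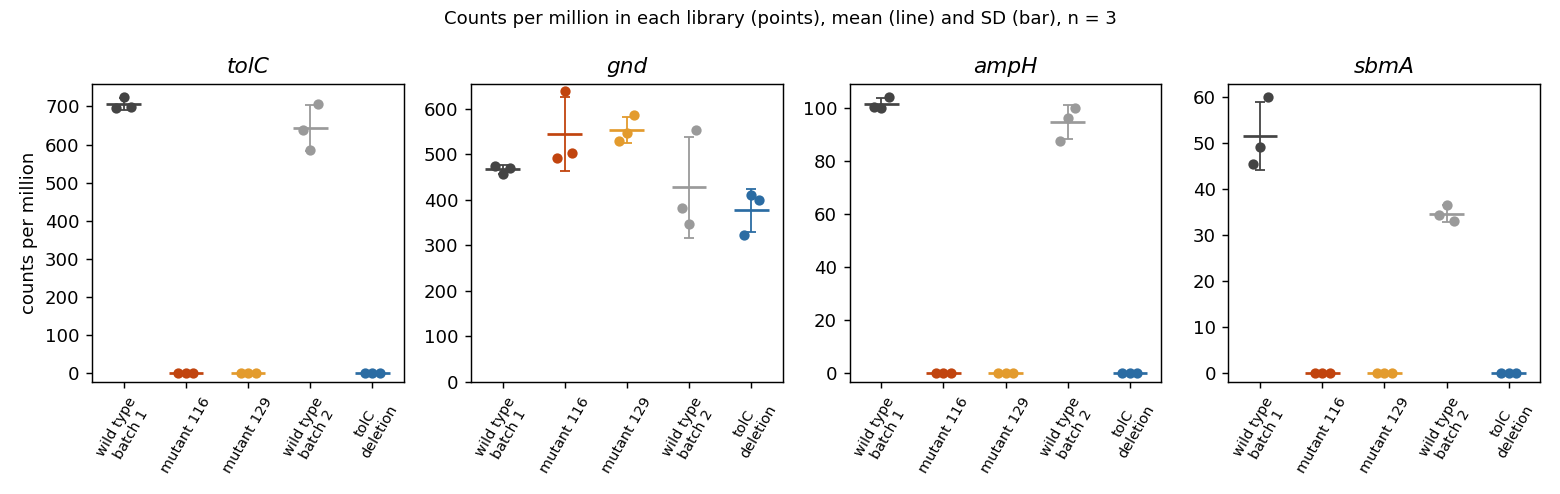
CPM (y axis) of tolC, gnd, ampH and sbmA in each library, with points for libraries, a line for the group mean and a bar for the SD (n = 3). tolC, ampH and sbmA sit at or near 0 in mutant116, mutant129 and the tolC deletion, while gnd is present in all 5 groups.

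Genes next to or near these loci were examined individually. Beside tolC, ygiB (b3037, 3179744 to 3180415) and ygiC (b3038, 3180421 to 3181581) were higher than wild type in all 3 engineered strains, by log2 fold changes of 0.64 to 0.73 for ygiB and 0.64 to 0.71 for ygiC. The gene nudF (b3034, 3177281 to 3177910) was lower in all 3, at -1.33 in the tolC deletion, -0.97 in mutant116 and -0.71 in mutant129. The largest edgeR adjusted p among these 9 tests was 0.0139. The gene zupT (b3040, 3182550 to 3183323) was called lower in mutant116 only, at -0.64, with -0.10 in mutant129 and -0.40 in the deletion, and a difference between the strains was not called. The gene parE (b3030, 3173504 to 3175396) was not called in any of the 3, and ygiA had no match in the annotation. None of the tolC neighbours passed the threshold in a mutant against the tolC deletion. Of the genes listed near gnd, galF (b2042, 2113434 to 2114327) was called lower than wild type in mutant116, mutant129 and the tolC deletion, at -1.08, -0.99 and -0.97. It does not adjoin gnd, and the genes between them were not examined. Lower in both mutants was ugd (b2028, 2098447 to 2099613), at -1.23 and -1.14, and higher in both was hisI (b2026, 2096614 to 2097225), at 0.53 and 0.48. The gene wzzB (b2027, 2097321 to 2098301) was called lower in the deletion, at -0.75, and in mutant116, at -0.38. The smallest edgeR adjusted p of ugd, wzzB, hisI and galF in a mutant against the tolC deletion was 0.139, for wzzB.

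The central comparison asks what the GndA mutations change beyond the loss of tolC. Both mutations lie within gnd, and whether they alter the enzyme that gnd encodes was not examined. The contrast therefore does not isolate the loss of GndA. Against the tolC deletion, with batch adjustment, mutant116 had 887 genes with an edgeR adjusted p under 0.05, of which 484 were higher and 403 lower. For mutant129 there were 542, of which 266 were higher and 276 lower. The alternative that moved these counts most was leaving out the batch adjustment, which gave 2820 genes for each mutant. Of the batch-adjusted calls, 188 in mutant116 and 116 in mutant129 then had the opposite sign.

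Both mutants shared 423 of these calls with the same sign, 209 higher and 214 lower, and 0 genes were called with opposite signs, also 0 at an unadjusted p under 0.05. The shared genes were 78.0% of the calls of mutant129 and 47.7% of those of mutant116. Because both contrasts use the same control libraries, they were set against 40 simulations of unchanged mutants. The correlation of log2 fold changes across genes was 0.789, against a simulated mean of 0.692 (range 0.646 to 0.743). The same sign was seen in 82.0% of genes against 75.7% in the simulations, and the simulations shared at most 1 call. Genes are not independent replicates in such a correlation.

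**Figure D3:**
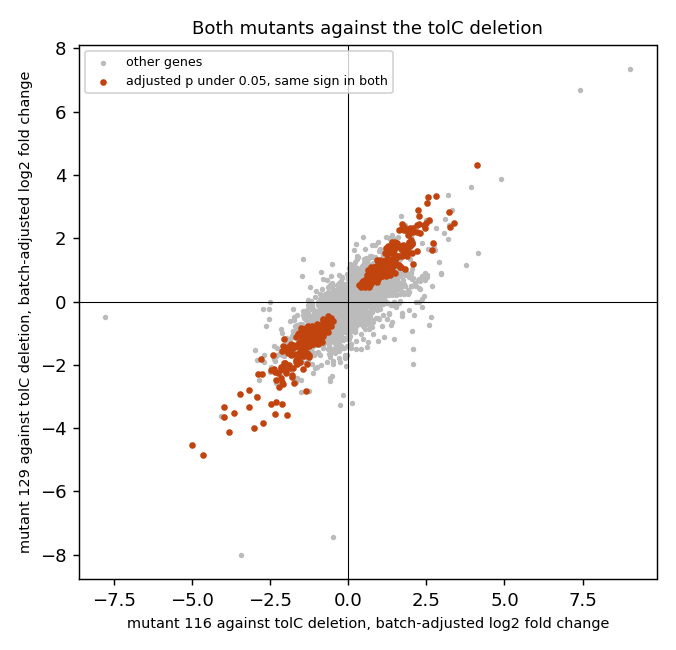
Batch-adjusted log2 fold change against the tolC deletion in mutant116 (x axis) and mutant129 (y axis), with a point for each of 4126 genes. The 423 genes called with the same sign in both mutants are red and lie near the diagonal, 209 of them above 0 and 214 below.

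Among shared genes that were higher, the rule selected hyi, yncJ, yjfY, yfdX and glcA. The gene yncJ (b1436, 1508834 to 1509064) measured 2.89 ± 0.583 CPM in wild type of batch 1, 66.6 ± 2.93 in mutant116 and 51.1 ± 6.79 in mutant129, and rose from 7.47 ± 0.377 to 18.7 ± 2.84 between wild type and the tolC deletion in batch 2 (SD, n = 3 each). Its batch-adjusted log2 fold change was 3.21 ± 0.25 (SE) in mutant116 (edgeR, adjusted p = 2.88e-06) and 2.83 ± 0.25 in mutant129 (edgeR, adjusted p = 6.94e-06). The gene yfdX (b2375, 2493767 to 2494402) was higher by 2.59 in both mutants, and both calls were lost when batch 2 was thinned to the depth of batch 1. For hyi (b0508, 535710 to 536486) and yjfY (b4199, 4424516 to 4424791) the mutants differed little from their own wild type, with log2 fold changes between -0.29 and 0.54. In the tolC deletion against its wild type the values were -3.78 and -3.09. For hyi the wild type replicates of batch 2 had 45.8, 31.1 and 4.30 CPM, and in each mutant the call was lost in 8 of 15 fits that each left out a library, among them the one without wild type replicate 1 of batch 2 (3.51 and 3.71). For glcA (b2975, 3119597 to 3121279) the batch-adjusted values were 2.56 and 3.31, and mutant116 replicate 2 had 47.1 CPM where replicates 1 and 3 had 290.2 and 288. Against their own wild type, glcA was not called in mutant116 (0.43) or mutant129 (1.18), while it was called lower in the tolC deletion (-2.13).

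Among shared genes that were lower were 3 genes of xylose use. The gene xylA (b3565, 3729443 to 3730765) measured 341 ± 53.9 CPM in wild type of batch 1, 19.0 ± 3.32 in mutant116 and 21.1 ± 3.10 in mutant129, against 43.1 ± 7.53 and 30.4 ± 4.86 in wild type and the tolC deletion of batch 2 (SD, n = 3 each). Its batch-adjusted log2 fold change was -3.66 ± 0.26 (SE) in mutant116 (edgeR, adjusted p = 2.88e-06) and -3.52 ± 0.26 in mutant129 (edgeR, adjusted p = 2.25e-06). The genes xylF (b3566, 3731131 to 3732123) and xylG (b3567, 3732201 to 3733742) gave -4.65 and -5.00 in mutant116 and -4.86 and -4.53 in mutant129. Without batch adjustment xylF lost its calls, at -0.45 and -0.66. The gene ykgM (b0296, 312514 to 312777) gave -3.97 and -3.32 and lost its calls without batch adjustment. The gene yecF (b1915, 1995818 to 1996042) had at most 3 counts per library in either mutant. Its pooled level was 9.53-fold lower in mutant116 and 7.45-fold lower in mutant129 than the mean of their wild type. These are ratios to observed counts, not bounds. The fitted log2 fold changes against wild type were -3.24 ± 0.74 (SE) in mutant116 and -2.91 ± 0.70 in mutant129.

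The tolC deletion was compared with wild type within batch 2 to measure the effect of the marker. There were 746 genes with an edgeR adjusted p under 0.05, 426 higher and 320 lower. The excess of higher genes depended on the fit. With only the libraries of batch 2, 352 were higher and 344 lower, with DESeq2 size factors 406 and 334, and after thinning 354 and 225. The highest of the named genes was exoD (b0539, 566098 to 566361, a pseudogene), at 128 ± 5.86 CPM against 0.453 ± 0.186 in wild type (SD, n = 3 each; edgeR, adjusted p = 8.90e-05). The genes yhcN (b3238, 3385538 to 3385801) and ompN (b1377, 1435760 to 1436893) were higher by log2 fold changes of 3.25 and 2.83. Among the lower genes were ampH (b0376, 395130 to 396287) and sbmA (b0377, 396639 to 397859), which had 0 counts in all 3 libraries of the deletion and 4685 to 5123 and 1695 to 1934 counts in wild type. They were at least 3892-fold and at least 1428-fold lower. Leaving out wild type replicate 1 of batch 2 lowered the number of calls to 355, and leaving out replicate 2 of the deletion lowered it to 441.

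Against wild type within batch 1, mutant116 had 1296 called genes (750 higher, 546 lower) and mutant129 had 770 (436 higher, 334 lower) by edgeR at an adjusted p under 0.05. With DESeq2 size factors 676 were higher and 603 lower in mutant116, and 394 and 364 in mutant129. With only the libraries of batch 1 these were 680 and 495, and 386 and 323. Leaving out wild type replicate 2 or 3 of batch 1, or mutant129 replicate 1, lowered the count of mutant129 to 491, 511 and 496. The mutants shared 605 calls with the same sign, and their log2 fold changes correlated at 0.801 across genes. The simulated mean was 0.504 (range 0.450 to 0.558) for unchanged mutants with the same controls. These simulated mutants equalled wild type, so the loss of tolC in both mutants could by itself give agreement above them. The gene degP (b0161, 180884 to 182308) rose from 84.6 ± 27.0 CPM to 2706 ± 1117 in mutant116 and 1449 ± 138 in mutant129 (SD, n = 3 each), and yebE (b1846, 1929048 to 1929707) from 138 ± 6.59 to 1993 ± 72.7 and 1956 ± 48.6 CPM. Their log2 fold changes were 5.00 and 3.85 in mutant116 and 4.09 and 3.82 in mutant129, with edgeR adjusted p of at most 5.53e-07, and yncJ rose by 4.53 and 4.15. The genes ampH and sbmA had 0 counts in all 6 mutant libraries. Their wild type libraries held 393 to 480 and 199 to 227 counts, and the bounds were at least 477-fold for ampH and at least 243-fold for sbmA in mutant116.

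The changes in the mutants were then set beside those in the tolC deletion, each against the wild type of its own batch, so that no library is used on both sides. Across 4126 genes Pearson's r was 0.420 for mutant116 and 0.411 for mutant129, and Spearman's rho was 0.183 and 0.182. Of the genes called in a mutant, 58.0% and 62.6% had the same sign in the deletion. There were 160 genes called with the same sign in all 3 engineered strains, 99 higher and 61 lower. Another 29 were called in both mutants with the opposite sign to the deletion.

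The mutants were compared directly to ask whether the 2 changes in GndA give different profiles. By edgeR, 17 genes had an adjusted p under 0.05, 14 higher and 3 lower in mutant116, and 925 had an unadjusted p under 0.05. This count ranged from 1 to 531 when single libraries were left out, with 1 gene without mutant116 replicate 2, 173 without replicate 1 and 531 without replicate 3. The named higher genes were the tRNA genes alaU (b3276, 3426958 to 3427033), gltU (b3757, 3943435 to 3943510) and gltV (b4008, 4209774 to 4209849), whose near-identical copies make their counts uncertain. The named lower genes were flgM (b1071, 1129835 to 1130128) at -1.19, dnaQ (b0215, 236067 to 236798) at -0.63 and dgcP (b1794, 1877715 to 1878740) at -0.57. None of these 6 genes passed the threshold when only batch 1 was fitted.

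Gene lists were tested in the 3 contrasts, and 11 of 24 pairs of list and contrast had a camera adjusted p under 0.05. The 19 heat shock genes had a median log2 fold change of 1.0 in mutant116 against the tolC deletion (camera, adjusted p = 8.12e-08) and 0.70 in mutant129 (camera, adjusted p = 2.20e-07). By edgeR, 13 and 8 of these genes were called higher over all genes and 15 and 11 were called adjusted over the list alone. Without batch adjustment both medians reversed, to -0.21 and -0.27. In the tolC deletion against wild type the heat shock median was -0.36 (camera, adjusted p = 0.00895), with 7 genes called lower and 1 higher, and 10 called adjusted over the list alone. Without wild type replicate 3 of batch 2 that median was -0.23 and not called, and without wild type replicate 1 it was -0.24 and called. Against wild type within batch 1, the heat shock median was 0.51 in mutant116 and 0.26 in mutant129.

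The 18 envelope stress genes had medians of 0.60 and 0.65 in mutant116 and mutant129 against the tolC deletion (camera, adjusted p = 8.91e-05 and 2.23e-05), with 8 genes called higher in each and 8 and 10 adjusted over the list alone. In the tolC deletion against wild type they had a median of 0.23 (camera, adjusted p = 0.0116), with 8 genes called higher and 1 lower and 9 adjusted over the list alone. Without replicate 1 of the deletion that median was 0.097, still called. The 17 Mar, Sox and Rob genes had a median of 0.96 in the tolC deletion (camera, adjusted p = 4.77e-07), with 12 called higher and 16 adjusted over the list alone. Against the deletion they were lower in mutant129, at -0.43 (camera, adjusted p = 0.0449), with 2 called, also 2 adjusted over the list alone, and this call was lost in 9 of the 15 fits that each left out a library. In mutant116 the median was -0.078 (camera, adjusted p = 0.496), with 2 called lower and 1 adjusted over the list alone.

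The 13 complex I genes, which encode the respiratory NADH dehydrogenase, had a median of -0.26 in mutant129 against the tolC deletion (camera, adjusted p = 0.00767), with 3 called lower and also 3 adjusted over the list alone. The median was -0.042 in mutant116 (camera, adjusted p = 0.233), with 2 called lower and also 2 adjusted over the list alone. In the tolC deletion against wild type it was 0.13 (camera, adjusted p = 0.0116). The deletion's median was 0.21 without wild type replicate 3 of batch 2. Complex I was called in mutant116 without mutant116 replicate 2, at -0.19, and was no longer called in mutant129 without batch adjustment. Whether mutant116 and mutant129 differ in this list was not tested. The 17 general stress genes fell in the tolC deletion, with a median of -0.71 (camera, adjusted p = 0.000579), 8 genes called lower and 8 adjusted over the list alone, and -0.46 without wild type replicate 1 of batch 2. They had medians of 0.15 in mutant116 and 0.59 in mutant129 against the deletion, with camera adjusted p of 0.864 and 0.233. Both were called without mutant116 replicate 2, at 0.53 and 0.56. The pentose phosphate list, which holds the reactions around gnd, had medians of -0.22 and -0.20 in the mutants and 0.087 in the deletion, with a smallest camera adjusted p of 0.233. Of these genes 1 was called in each mutant and 3 in the deletion by edgeR, with 1, 1 and 5 adjusted over the list alone. When single libraries were left out, the pentose phosphate median ranged from -0.31 to -0.11 in mutant116 and from -0.32 to -0.13 in mutant129. In the deletion it ranged from 0.043 to 0.21. The general stress median in mutant129 ranged from 0.32 to 0.68, and the flagella median in mutant116 from 0.015 to 0.34. Other aerobic respiration had medians of 0.67, 0.17 and 0.13 in mutant116 and mutant129 against the deletion and in the deletion against wild type, and flagella and chemotaxis had 0.16, 0.20 and -0.052, with no camera adjusted p below 0.233. For other aerobic respiration 12, 5 and 0 genes were called adjusted over the list alone, and for flagella 1, 0 and 0. Called over all genes, the respiration genes went both ways, with 2 higher and 3 lower in mutant116 and 1 higher and 3 lower in mutant129. The lower ones were the cytochrome bd genes cydA, cydB and cydX, at -1.38, -0.92 and -1.07 in mutant116 and -1.59, -1.16 and -1.28 in mutant129. The respiration list was called in mutant116 without wild type replicate 2 of batch 2, at 0.83, and in the deletion without wild type replicate 3 or deletion replicate 1, at 0.33 and 0.25. Under fry 2 further pairs were called, complex I in mutant116 and pentose phosphate in the deletion. Under fry 9 of the 11 calls held, the exceptions being heat shock and general stress in the tolC deletion (fry, adjusted p = 0.0757 and 0.133). Under estimated correlation 1 held, Mar, Sox and Rob in the tolC deletion (camera, adjusted p = 0.0411).

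**Figure D4:**
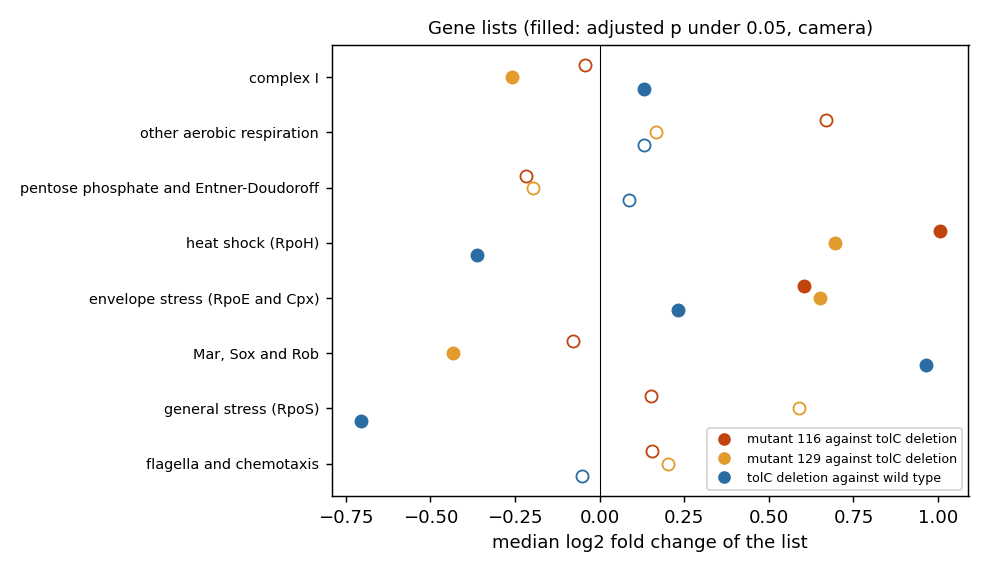
Median log2 fold change (x axis) of 8 gene lists (y axis) in 3 contrasts, by colour, with filled points for a camera adjusted p under 0.05. The heat shock list lies at 1.0 and 0.70 in the mutants against the tolC deletion and at -0.36 in the deletion against wild type; without batch adjustment the first pair becomes -0.21 and -0.27.

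The wild types of the batches were compared to measure the batch effect. By edgeR, 2838 of 4126 genes had an adjusted p under 0.05, 1383 higher and 1455 lower in batch 1, of which 1849 differed at least 2-fold. The gene cspI (b1552, 1638455 to 1638667) measured 331 ± 19.2 CPM in batch 1 and 0.262 ± 0.0138 in batch 2 (SD, n = 3 each). The ribosomal RNA genes rrsA (b3851, 4035531 to 4037072) and rrsE (b4007, 4208147 to 4209688) were higher by log2 fold changes of 10.22 and 10.02, with counts made uncertain by their near-identical copies. The gene mtr (b3161, 3304573 to 3305817) was lower, at 69.1 ± 15.5 against 7202 ± 1209 CPM. The genes aspX (b4825, 4366839 to 4366951) and ldrC (b4423, 1270238 to 1270345) had 0 counts in the 3 wild type libraries of batch 1 and were at least 10.8-fold and at least 7.26-fold lower than in wild type of batch 2. In the mutants of batch 1, aspX also had 0 counts, while ldrC, which has near-identical neighbours, had 9 to 26 in mutant116 and 0 to 9 in mutant129. All 19 heat shock genes were lower in batch 1, 17 of them called by edgeR, with a median log2 fold change of -1.27. The log2 fold changes of dnaK, groL and clpB were -3.59, -4.17 and -3.24.

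**Figure D5:**
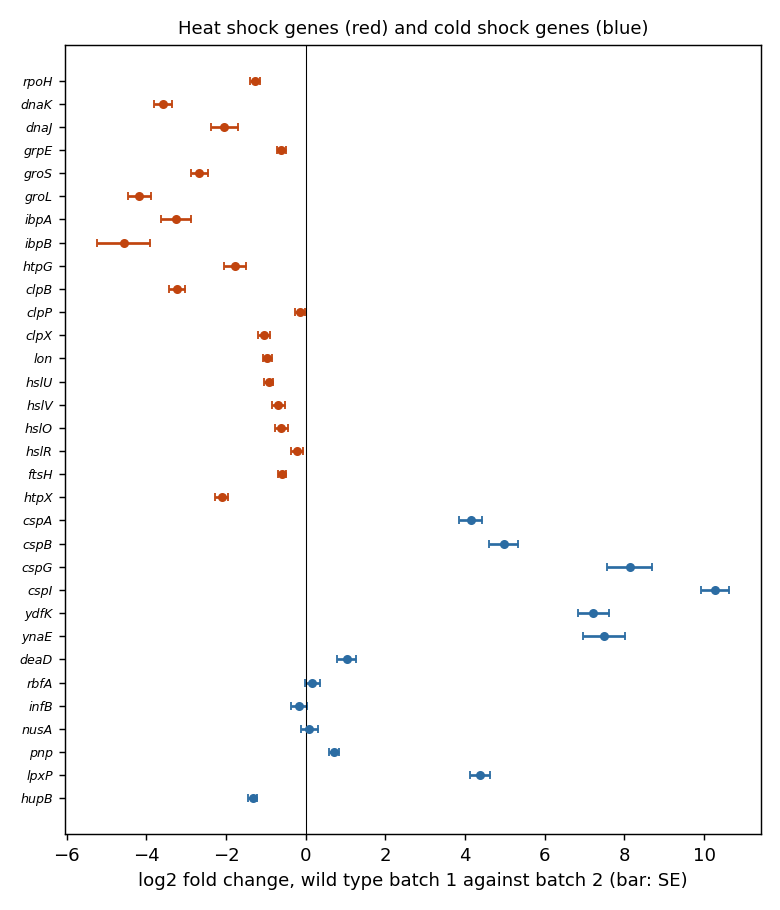
Log2 fold change of wild type in batch 1 against batch 2 (x axis, bar for the SE) of the 19 heat shock genes in red and of 13 cold shock genes in blue, the latter chosen after their values had been seen in part. All heat shock genes lie below 0, while the cold shock genes lie on both sides, from -1.33 for hupB to 10.27 for cspI.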

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

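The gene lists, and the alternatives other than thinning, had been fixed before the data were examined. Which of them to set against each explanation, and the remaining tests in this part, were chosen after the results had been seen. All results here share the same ground: the response of the mutants in batch 1 differed from the response of the tolC deletion in batch 2, each against its own wild type, as tested by the batch-adjusted contrast, which is an interaction term.

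A total of 6 list results differed between the mutants and the tolC deletion in this way. The heat shock list differed by a median log2 fold change of 1.0 in mutant116 and 0.70 in mutant129. The envelope stress list differed by 0.60 and 0.65. In mutant129 the complex I list differed by -0.26 and the Mar, Sox and Rob list by -0.43. In mutant116 neither passed the threshold under camera, though complex I did under fry, and a difference between the mutants was not tested. DESeq2 size factors left all 6 lists past the threshold in the same direction. This cannot decide on scaling, because camera compares a list with the other genes and a shift common to all genes cancels. A difference in depth between the batches is argued against by thinning batch 2 to the depth of batch 1, which left 5 of the 6, with Mar, Sox and Rob in mutant129 not called. Gene length bias is argued against for the heat shock list in mutant129, whose median was 0.69 after the trend with length was removed. It was not tested for that list in mutant116 or for the other lists. Co-expression within the lists with no change of the lists is argued against by fry, under which all 6 were called. Co-expression with no larger change than that of other genes stays open, since with estimated correlation 0 of the 6 were called.

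A heat shock response induced to a different level in the batches stays open and cannot be told apart from an effect of GndA. The heat shock list was lower in wild type of batch 1 than in wild type of batch 2, with a median of -1.27, and both mutants were grown in batch 1 only. A strain effect may depend on how strongly the response is induced, and the contrast would then carry that dependence. Loss of GndA, which the labels give for both mutants, remains an open and untested biological explanation for the heat shock and envelope stress results, which were called in both. For complex I and for Mar, Sox and Rob, called under camera in mutant129 only, it stays open with less ground. The heat shock medians reversed without batch adjustment, to -0.21 and -0.27, so their direction rests on the wild type libraries. The medians of the other 3 lists did not reverse, though complex I in mutant129 was then no longer called.

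There were 29 genes called in both mutants and in the tolC deletion with opposite signs, each against wild type, 10 higher and 19 lower in the mutants. All 29 were also called in both batch-adjusted contrasts, which is partly by construction. After thinning batch 2, which bears on the difference in depth between the batches, 20 of these 29 genes were found again. Depth would therefore not account for most of these genes. With DESeq2 size factors 28 were found again. This cannot decide on scaling, because these size factors gave nearly the same scaling as TMM. Against wild type, the median log2 fold change of all genes was -0.0022 with TMM and -0.013 with DESeq2 size factors in the tolC deletion. It was 0.013 and -0.027 in mutant116, and 0.0054 and -0.024 in mutant129. A scaling error common to both methods was not tested for these genes. By comparison 160 genes were called with the same sign in all 3 strains. A difference between batches and a difference between genotypes cannot be told apart for these 29 genes either, because no mutant was measured in batch 2.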

How the results depend on the processing

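Thinning of batch 2 to the depth of batch 1 was chosen after the data had been seen. The calls against wild type, the batch-adjusted calls and the shared calls stayed within 1.5 times of their main count under DESeq2 size factors, DESeq2's Wald test, no filter on low counts, removal of ribosomal RNA genes and thinning. Under the Wald test the counts were 1151, 774, 1052, 1462, 940 and 2921 for mutant116 and mutant129 against the tolC deletion, the deletion, mutant116 and mutant129 against wild type, and the wild types. Thinning gave 732, 472, 579, 1241, 723 and 2670.

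A threshold of at least 2-fold left 531 and 316 genes for mutant116 and mutant129 against the tolC deletion, 241 shared, 237 for the deletion, 560 and 351 for the mutants against wild type, 11 between the mutants and 1849 between the wild types. The cause is the construction of that threshold.

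Without batch adjustment the mutants against the tolC deletion had 2820 and 2820 calls and shared 2424. These include the difference between the batches by construction. The gene gnd then passed the threshold in mutant116 (0.53) and mutant129 (0.55). List medians reversed for heat shock (-0.21 and -0.27), flagella (-0.32 and -0.28), general stress in mutant116 (-0.24) and other aerobic respiration in mutant129 (-0.054).

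The 17 genes between the mutants changed most. They became 7 with DESeq2 size factors (5 higher, 2 lower), 432 with the Wald test, 8 without ribosomal RNA genes, 1 with only batch 1 and 33 after thinning. The cause was not tested, but 3 of the 6 named genes had an adjusted p of 0.0496. Across 15 fits that each left out a library the count ranged from 1 to 531.

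Replicate numbers did not pair the samples. Same-numbered libraries of batch 1 had deviations correlated at -0.186 to 0.0282 (0 of 9 pairs over 0.1), and those of batch 2 at -0.276 to 0.358 (1 of 3). With a replicate block the counts were 611, 376, 520, 1054, 599 and 2267 in the order given above, 303 were shared, and 1 gene was called between the mutants. With the replicate block the general stress median in mutant116 reversed to -0.095, and 10 list calls were made.

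Across the fits that each left out a library, the tolC deletion against wild type ranged from 355 (without wild type replicate 1 of batch 2) to 1115 genes (without mutant116 replicate 2), with 441 without replicate 2 of the deletion. For mutant129 against wild type the range was 491 (without wild type replicate 2 of batch 1) to 1005 (without mutant116 replicate 2), with 511 and 496 without wild type replicate 3 of batch 1 and mutant129 replicate 1. Mutant116 replicate 2 is in neither contrast, and how it acts on them was not tested. The shared spread was not all that changed, since fold changes moved as well. That of gnd in mutant129 against wild type went from 0.25 to 0.22 on the log2 scale. The remaining counts, apart from that between the mutants, stayed within 1.5 times. The log2 fold change of gnd in the deletion ranged from -0.32 to 0.049, and was above 0 only without wild type replicate 3 of batch 2. List medians that crossed 0 ranged from -0.19 to 0.022 for complex I, -0.29 to 0.53 for general stress and -0.19 to 0.010 for Mar, Sox and Rob in mutant116, from -0.057 to 0.30 for other aerobic respiration in mutant129, and from -0.11 to 0.012 for flagella in the deletion.

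The 11 list calls became 1 with estimated correlation, and the cause was not tested. After thinning, the flagella median reversed to -0.051 in mutant116 and 0.15 in the deletion. DESeq2 size factors changed none of the 24 list results. Among single named genes, 8 results were weaker under the block, 6 without batch adjustment and 6 with only the libraries of the batch. After thinning 3 were weaker, with DESeq2 size factors 3, without ribosomal RNA genes 3 and without a filter on low counts 2. None of these results reversed in those fits. Across the fits that each left out a library, 81 results of single named genes were weaker and 624 were the same. Depth limits genes with few counts in batch 1, such as yecF, to bounds or imprecise fold changes.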

Other observations

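All tests in this part were chosen or run after the results they bear on had been seen.

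The counts of called genes were set against other splits of the same libraries. For the tolC deletion, mutant116 and mutant129 against wild type, mutant116 against mutant129, and the wild types of the batches, 1 of the 10 splits (the real one) gave as many genes, and 10 splits cannot give a smaller share. The highest count among the other splits was 50 for the tolC deletion, and the remaining contrasts had none. For mutant116 against the tolC deletion, mutant129 against it and the shared calls, 1 of 100 splits drawn gave as many, again the real one, with 474, 390 and 240 as the highest among the others.

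The genes ampH and sbmA, and the shorter iprA (b0375, 394506 to 395129), had 0 counts in all 9 libraries of mutant116, mutant129 and the tolC deletion. These 3 neighbours, on 394506 to 397859, were the only genes of the 4651 with 0 counts there and at least 30 in wild type, while tolC itself kept a few counts. The next gene, yaiW (b0378, 397872 to 398966), was lower but present, at 3.07 ± 0.956 CPM in the deletion against 65.4 ± 5.51 in wild type (SD, n = 3 each). Too little depth is argued against, since the lowest count of ampH or sbmA in a wild type library was 199. Loss of one chromosome segment in a strain that all 3 derive from is a candidate explanation, as the 3 genes form 1 run and are the same in all 3 strains. The genes cancel in the batch-adjusted contrast. If the hypothesis holds, comparisons with wild type carry this loss as well as that of tolC, and part of the changes common to the engineered strains could come from it, which was not tested.

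The pseudogene exoD had 123 to 134 CPM in the tolC deletion and 0.292 to 0.657 in its wild type. In mutant116 it had 23.1 and 61.2 CPM in replicates 1 and 2 but 0.704 in replicate 3, and in mutant129 at most 1.91. More transcription through the region around exoD is argued against by its neighbours intD, renD and emrE, whose median log2 fold change in the deletion was 0.13, with renD the highest at 1.15. Reads from a second copy of the sequence, for example a related phage gene on DNA used in strain construction, stay open as a hypothesis: 1 gene, exoD itself, had this pattern across libraries, and the reads were not analysed here. The difference between replicates of mutant116 was not explained. The tRNA genes described below split these libraries in the same way, at 585 and 709 CPM in replicates 1 and 2 and 159 in replicate 3. Whether the mutant116 libraries come from the same clone was not examined, which limits the mean and SD of that group.

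Heat shock genes were lower in wild type of batch 1 than of batch 2, at a median of -1.27, although the labels give both batches the same treatment. The difference in depth between the batches is argued against by thinning, which left a median of -1.20. Scaling is argued against by the distance to the median of all genes, -1.21 with DESeq2 size factors. Removing a few abundant RNAs (rRNA, ssrA and rnpB) left -1.35, and removing the trend with gene length left -1.17. Cold shock genes were looked at in the same contrast. Those that had drawn attention were higher in batch 1, with cspA at 26201 ± 1898 against 1489 ± 244 CPM and cspG at 4484 ± 272 against 16.0 ± 7.11 (SD, n = 3 each). Cooling of the batch 1 cultures before the RNA was fixed is a candidate explanation, but 6 further cold shock genes went both ways, with a median of 0.13, 2 called higher (lpxP and pnp) and 1 lower (hupB). It therefore stays open, as do other differences in culture handling between the batches. Biological explanations were not tested, since the strain and treatment are the same. Within batch 1, cspI was also higher in the mutants than in wild type. Its log2 fold changes were 1.89 in mutant116 and 1.84 in mutant129 (edgeR, adjusted p = 3.90e-05 and 5.82e-05). Wild type of batch 1 therefore does not match the mutants in this gene, and the cause was not tested.

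The shared calls of both mutants against the tolC deletion could arise where the wild type level itself differs between batches. Genes whose wild type level differs between the batches as the whole cause are argued against, since among genes differing by less than 0.5 log2 units 9.69% were shared calls, against 10.3% of all genes. The share was 14.9% among genes differing by more than 2. A difference in depth between the batches is argued against as the whole cause by 376 shared calls after thinning. A difference in how the batches respond, which would act on genes with any wild type level, stays open.

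The tRNA genes between ribosomal RNA genes were high in part of mutant116. The 10 tRNA genes with ala, ile and glt names at these sites, chosen after their values were seen, summed to 585 and 709 CPM in mutant116 replicates 1 and 2, 159 in replicate 3, and 84.2 to 214 in the other libraries. Their sequences are near-identical, so single genes are uncertain. Whether 1 mutant116 library carries the genes called between the mutants was examined by leaving out replicate 2, which left 1 gene. Leaving out replicates 1 and 3 of mutant116 instead gave 173 and 531 genes, which goes with a part of replicate 2 in these calls. Leaving out any single library outside mutant116 also lowered the count, to between 1 and 7, so the fall to 1 is not specific to replicate 2. Its role stays open.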
